# Targeting WNK1 suppresses acute myeloid leukemia progression and enhances sensitivity to venetoclax

**DOI:** 10.3389/fonc.2026.1828240

**Published:** 2026-06-05

**Authors:** Fangli Chen, Yuanqin Wang, Zhen Fu, Li Chang, Xuewei Jiang, Zhizhi Zhang, Chongyang Li, Ligen Liu, Li Yang

**Keywords:** acute myeloid leukemia, combination therapy, DNA replication, venetoclax, WNK1

## Abstract

**Introduction:**

The With-No-Lysine (WNK) kinase family plays critical roles in cellular signaling, yet its significance in acute myeloid leukemia (AML) remains unclear.

**Methods:**

We analyzed public databases and primary patient samples for WNK family expression. CRISPR dependency scores were used to assess gene essentiality. The effects of pharmacological WNK1 inhibition (using WNK463 and WNK11) were evaluated on AML cell lines, primary blasts, and mouse xenograft models. Apoptosis was assessed via pro-apoptotic protein expression (Bim, Puma). Transcriptomic analysis identified downstream pathways, and combination studies with venetoclax were performed *in vitro*.

**Results:**

WNK1, but not other WNK family members, was highly expressed in AML, particularly in adverse subtypes such as FLT3-ITD mutated AML. CRISPR screening confirmed WNK1 as essential for AML cell survival. Pharmacological inhibition of WNK1 suppressed proliferation of AML cells and primary blasts, induced apoptosis through upregulation of Bim and Puma, and impeded tumor growth in xenograft models without significant toxicity. Transcriptomic analysis revealed that WNK1 inhibition downregulated DNA replication pathway genes (MCM5, CHAF1B, GINS2), whose high expression correlates with poor prognosis. Elevated WNK1 expression was associated with resistance to venetoclax. Combining WNK463 with venetoclax produced synergistic anti-leukemic effects *in vitro*, accompanied by enhanced Bim upregulation.

**Discussion:**

This study identifies WNK1 as a key oncogenic driver in AML and establishes WNK1 inhibition as a promising therapeutic strategy that not only suppresses AML progression but also sensitizes leukemia cells to venetoclax. These findings provide a rationale for novel combination regimens to overcome drug resistance in AML.

## 1 Introduction

Acute myeloid leukemia (AML) is a highly heterogeneous hematological malignancy, characterized by the clonal proliferation and accumulation of abnormal myeloblasts and other immature myeloid cells in the bone marrow and peripheral blood, and its clinical prognosis varies greatly (1). Although the deepened understanding of the molecular basis of AML has translated into the development of targeted agents against specific mutations like FLT3 (2) and IDH1/2 (3), a substantial proportion of patients continue to confront the formidable challenges of treatment resistance and disease relapse (4). Therefore, there is an urgent need to identify new specific molecular markers to gain a more comprehensive understanding of the molecular pathogenesis of AML, providing new ideas and targets for the development of precise treatment strategies and overcoming drug resistance.

The WNK (With-No-Lysine Kianse) family of serine/threonine protein kinases is characterized by an atypical placement of the catalytic lysine residue, which is crucial for ATP binding in other protein kinases (5). The WNK family in mammals comprises four members, WNK1-4. WNK1 differs from other members of the WNK family in that it is broadly and highly expressed in most animal tissues and cell types, whereas the others show more tissue-restricted expression patterns (6). WNK1 mediates regulatory volume increase (RVI) under hyperosmotic stress by functioning as a molecular crowding sensor. This sensor detects cellular shrinkage and promotes the formation of membrane-less compartments via liquid-liquid phase separation (LLPS) (7). Within these compartments, WNK1 is co-localized with its substrates. The kinase subsequently recognizes and phosphorylates the CCT domain of SPS/Ste20-related proline-alanine-rich kinase (SPAK) and oxidative stress-responsive kinase 1 (OSR1) through its arginine-phenylalanine-any amino acid-valine (RFXV) motif (8). The activated SPAK/OSR1, in turn, phosphorylates and regulates the activity of various ion transporters, including the Na^+^-K^+^-2Cl^-^ cotransporter (NKCC) and the K^+^-Cl^-^ cotransporter (KCC) (8, 9). This phosphorylation cascade constitutes a core mechanism for maintaining renal epithelial ion transport and systemic ion homeostasis. Accordingly, WNK1 is well-established as a key regulator that maintains fluid and electrolyte balance under physiological conditions by modulating ion transporters and potassium channels.

Research on WNK1 has primarily focused on its role in the kidney, where it regulates ion transport and maintains blood pressure and electrolyte homeostasis (10). However, accumulating evidence has established WNK1 as a critical kinase in various cancers. It is frequently overexpressed in tumors and promotes tumor cell growth, survival, and invasion through complex signaling networks, including the MAPK, PI3K/AKT, and WNT/β-catenin pathways (5). Notably, recent investigations have shifted attention to hematological malignancies. In Chronic Lymphocytic Leukemia (CLL), Integrated single-cell genetic and transcriptional analysis suggests WNK1 is a novel driver for CLL progression (11). In multiple myeloma (MM), WNK1 has been identified as a regulator of MYC expression by modulating the IgH enhancer; its inhibition reduces MYC expression and suppresses MM cell growth (12). A latest study revealed that WNK1 was a novel dependency in acute myeloid leukemia (AML) (13). However, two key questions still remain unresolved: the mechanism by which WNK1 regulates AML, and how to harness WNK inhibition for clinical benefit. Therefore, elucidating the molecular mechanisms through which WNK1 contributes to AML pathogenesis will provide a critical theoretical foundation for developing novel targeted or combination therapeutic strategies.

## 2 Materials and methods

### 2.1 Cell lines and patient samples

The acute myeloid leukemia cell lines THP-1, OCI-AML3 and MV4–11 were obtained from DSMZ and maintained in RPMI-1640 medium (Gibco, USA) containing 10% fetal bovine serum (Gibco, USA) and 1% Penicillin-Streptomycin. Cells were cultured at 37 °C in a humidified atmosphere with 5% CO_2_. All cell lines were authenticated by short tandem repeat (STR) profiling. Bone marrow aspirates were obtained from patients with informed consent. Mononuclear cells were subsequently isolated via density gradient centrifugation with Ficoll-Paque Plus (Cytiva), according to the manufacturer’s instructions. The isolated mononuclear cells were frozen in liquid nitrogen or resuspended in complete culture medium for further experiments.

### 2.2 CCK-8 cell viability assay

The cell counting kit-8 (CCK-8) assay was performed to determine cell viability. 2×10^4^ AML cells suspended in complete RPMI-1640 culture medium were seeded into 96-well plates. Various concentrations of drugs were added to each well and incubated for 48h. After incubation, 10 μL CCK-8 reagents (APExBIO) were added into each well and incubated for 2-4h. The optical density (OD) was detected at a wavelength of 450 nm using a microplate reader (Thermo Scientific) and relative growth inhibition rates were calculated.

### 2.3 Apoptosis assay

According to the instructions of the Annexin V-FITC Apoptosis Detection Kit (BD), cells were collected and washed with PBS. Subsequently, cells were incubated with 5 μl Annexin V-FITC and 10 μl PI in the dark for 20 min. Samples were detected by flow cytometry (BD, USA) and analyzed with FlowJo v10.8.1.

### 2.4 Western blotting

Cells were collected and washed twice with cold PBS and suspended with RIPA buffer (Beyotime Biotechnology) containing protease and phosphatase inhibitors (Beyotime Biotechnology). After 30-minute incubation, lysates were centrifuged for 20 minutes and the supernatants were mixed with 5×sample buffer. After incubation at 95 °C for 5 minutes, Protein samples were separated by SDS-PAGE, and transferred to polyvinyl difluoride (PVDF) membranes (Millipore, MA). Membranes were blocked with blocking buffer for 1 h and incubated with the indicated antibodies overnight. After incubation with secondary antibodies, ECL Western Blotting Detection Reagents was used to detect the signal.

### 2.5 Quantitative reverse transcription-polymerase chain reaction

Total RNA was extracted by RNAeasy RNA Isolation Kit (Beyotime Biotechnology) according to the manufacturer’s instructions. cDNA was synthesized with reverse transcription kit (Vazyme) in accordance with the manufacturer’s protocols. 

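The qPCR primers for *ACTB* and *WNK1* were matched to the transcripts of GENCODE 29 on GRCh38, and only exact matches over the whole primer were counted. *ACTB* lies on chromosome 7 from 5527147 to 5563784, on the minus strand. Its forward primer lies in coding exon 4 from 5528318 to 5528339, and its reverse primer lies in coding exon 5 from 5528110 to 5528131. The product is 135 bp in 7 *ACTB* transcripts. Both primers also match exons 4 and 5 of *ACTG1* on chromosome 17, which encodes another actin, with a product of 135 bp in 10 transcripts. *WNK1* lies on chromosome 12 from 752593 to 911452, on the plus strand. Its forward primer lies in coding exon 10 from 868945 to 868966 and matched 5 of 21 *WNK1* transcripts. The *WNK1* reverse primer, GCAGGTAGTGATGTGCAAGAGTC, matched 0 *WNK1* transcripts, and its closest site there had 8 mismatches over 23 bases. Its exact match was in coding exon 5 of *TIMP1* on chromosome X, from 47585558 to 47585580, in 4 of 5 *TIMP1* transcripts. The search covered 206694 annotated transcripts, and intron and intergenic sequence was not searched.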

The PCR primers used in the study were as follows: *ACTB* (F): CACCATTGGCAATGAGCGGTTC; *ACTB* (R): AGGTCTTTGCGGATGTCCACGT; *WNK1* (F): AGCTGCACCTTTTGGCTCTGAC; *WNK1* (R): GCAGGTAGTGATGTGCAAGAGTC. *MCM5* (F): GACTTACTCGCCGAGGAGACAT; *MCM5* (R): TGCTGCCTTTCCCAGACGTGTA; *CHAF1B* (F): CCTGGAAAAGCCACTCTTGCTG; *CHAF1B* (R): ACAGAAGCACGGAATCCTCCGA; *GINS2* (F): AGCCAAACTCCGAGTGTCTGCT; *GINS2* (R): CTTGTGTGAGGAAAGTCCCGCT. 

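*MCM5* lies on chromosome 22 of GRCh38 from 35400063 to 35425430. Its forward primer lies in coding exon 9 from 35413886 to 35413907 and its reverse primer in coding exon 10 from 35415832 to 35415853, giving a product of 126 bp in 6 of 10 annotated transcripts. *CHAF1B* lies on chromosome 21 from 36385378 to 36419015. Its primers lie in coding exon 10 from 36409396 to 36409417 and coding exon 11 from 36411510 to 36411531, with a product of 139 bp. *GINS2* lies on chromosome 16 from 85676198 to 85690073, on the minus strand. Its primers lie in coding exon 4 from 85678576 to 85678597 and coding exon 5 from 85678283 to 85678304, with a product of 113 bp. Both *GINS2* primers also match a processed pseudogene on chromosome 20, from 38614913 to 38615476, with the same product length. The *CHAF1B* forward primer also matches a processed pseudogene on chromosome 6, which its reverse primer does not match. The *MCM5* primers matched no other gene.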

ACTB expression was used as a control for RNA loading. Quantitative PCR reactions were performed using Taq Pro Universal SYBR qPCR Master Mix (Vazyme) on Real-Time PCR System.

### 2.6 RNA-seq

Cell samples were collected and lysed in TRIzol, and total mRNA was then extracted. The mRNA was enriched using mRNA Capture Beads. After purification with beads, the mRNA was fragmented using high temperatures. The fragmented mRNA was then used as a template to synthesize the first strand of cDNA in a reverse transcription enzyme mixture system. While synthesizing the second strand of cDNA, end repair and A-tailing are completed. Next, adapters were ligated, and Hieff NGS^®^ DNA Selection Beads were used for purification to select target fragments. PCR library amplification was then performed, and finally, detection was carried out using the Illumina Novaseq X Plus.

### 2.7 Animal experiment

The BALB/c nude mice (6 weeks old) were housed in an SPF grade environment and subcutaneously inoculated with 5×10^6^ OCI-AML3 cells suspended in 200 μl PBS. Mouse were randomized into vehicle group and WNK463 group when the tumor volume reached 100 mm^3^ (n = 4 mice/group). Vehicle or WNK463 (1.5 mg/kg, intragastric administration, once daily) were given according to the different groups. Tumor volumes were measured every 2 days and body weights were monitored every day. All nude mice were sacrificed after 9 doses of administration. Animal trials were reviewed and approved by the Tongren Hospital Shanghai Jiao Tong University School of Medicine.

### 2.8 Statistical analysis

The relationship between cell viability was analyzed and statistical chats were generated using GraphPad Prism9.0 software. The numerical data were expressed as mean ± standard deviation. Differences between two groups were assessed using Student’s t-test. Multiple comparisons were analyzed using one-way or two-way analysis of variance (ANOVA). Statistical significance was accepted at *P* value < 0.05.

## 3 Results

### 3.1 WNK1 expression was elevated in AML

To investigated the role of WNK family in AML, we analyzed CRISPR data for 30 AML cell lines in DepMap database. The Chronos scores for WNK1 in all AML cell lines were below 0, strongly suggesting that WNK1 is crucial for AML cell survival (**Figure 1A**). To further evaluate the expression of WNK family in AML, we analyzed WNK expression in 34 AML cell lines from CCLE database. The results indicated a significant elevation of WNK1 mRNA in all AML cell lines, while the expressions of the other WNK family members were relatively low (**Figure 1B**). We confirmed high WNK1 expression in AML patients by analyzing the BeatAML2.0 database across different AML subtypes or specific genetic backgrounds (**Figure 1C**). We also compared WNK1 expression between normal hematopoietic cells and AML cells by analyzing GSE6819 dataset. The results showed AML cells expressed significantly higher levels of WNK1, compared to healthy hematopoietic cells (**Figure 1D**). Interestingly, the result from GSE16804 showed that AML cells with FLT3-ITD mutation expressed higher levels of WNK1 than AML cells with wild type FLT3 (**Figure 1E**). By comparing WNK1 expression using TCGA and UCSC XENA database, we found AML cells expressed higher level of WNK1 than normal cells (**Figure 1F**). We confirmed these results by using quantitative polymerase chain reaction (qPCR) to analyze WNK1 mRNA expression in AML samples from our hospital, which revealed notably higher expression in non-APL AML, compared to healthy donors (**Figure 1G**). Collectively, these findings underscore potential roles of WNK1 in the progression of AML.

**Figure 1:**
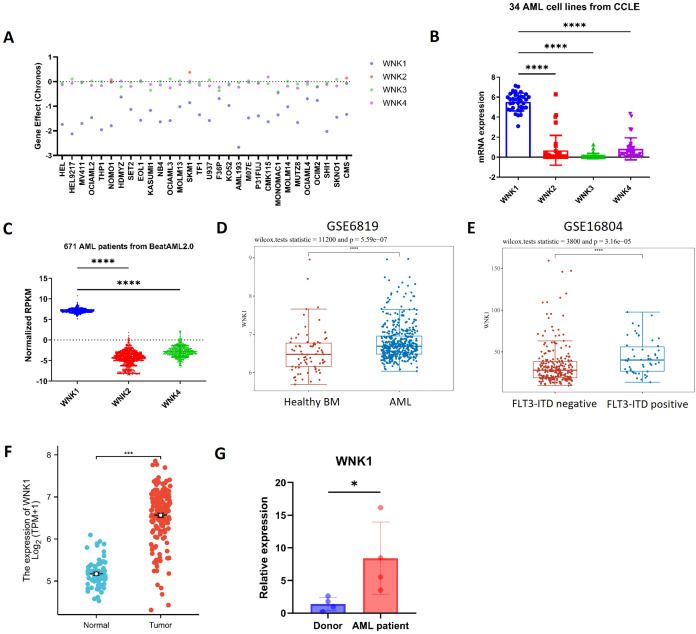
WNK1 is highly expressed in AML. **(A)** The gene effect **(chronos)** of WNK1–4 knockout in various AML cell lines from DEPMAP CRISPR database. **(B)** The mRNA expression of WNK1–4 in AML cell lines (n=34) in Cancer Cell Line Encyclopedia (CCLE) database. **(C)** Normalized mRNA expression of WNK1, WNK2 and WNK4 in primary AML cells in BeatAML2.0 database. **(D)** The mRNA expression of WNK1 in healthy donors (n=76) and AML patients (n=461) in GSE6819 database. **(E)** The mRNA expression of WNK1 in FLT3-WT AML patients (n=243) and FLT3-ITD AML patients (n=50) in GSE16804 database. **(F)** The mRNA expression of WNK1 in AML cells (n=173) in TCGA database and normal tissues (n=70) in UCSC XENA database. **(G)** The qPCR analysis of WNK1 expression in BM mononuclear cells from healthy donors (n=4) and AML (except M3) patients (n=4). *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001.

### 3.2 WNK1 inhibition suppressed the progression of AML

To explore the role of WNK1 in AML cell survival, we tested two reported WNK inhibitors, WNK463 and WNK11 in three AML cell lines. WNK1 inhibition significantly reduced cell proliferation in all AML cell lines tested in a dose dependent manner (**Figures 2A, B**). To further assess the inhibitory effects of WNK inhibitors in AML patients, we isolated and obtained primary AML blasts from six patients covering a wider spectrum of genetic subtypes and treated the cells with WNK inhibitors for 48 h. WNK1 inhibition effectively reduced cell viability in all six primary AML cells in a dose dependent manner, with FLT3-ITD-mutated AML being particularly sensitive to WNK1 inhibition (**Figure 2C**). To determine whether WNK1 inhibition can induce apoptosis in AML cells, we performed cell apoptosis assay by flow cytometry. The result showed that WNK463 increased 30% apoptotic cells after 48h treatment (**Figure 2D**). To elucidate the mechanism of cell apoptosis induced by WNK inhibition, we treated MV4–11 cells with WNK463 for 24 hours and performed western blot. The result showed that pro-apoptotic protein Bim and Puma were upregulated after WNK inhibition, while no change were detected in anti-apoptotic proteins in both MV4–11 and THP-1 cells (**Figure 2E**). This result indicated that WNK inhibition promoted cell apoptosis but did not affect anti-apoptotic proteins. To further investigate the necessity of WNK1 for AML progression *in vivo*, we generated cell line-derived mouse xenografts of OCI-AML3 and treated the mice with WNK463 for 10 days (**Figure 2F**). In this xenograft model, WNK463 significantly reduced tumor growth consistent with the reduction of cell survival *in vitro* (**Figure 2G**), while no body weight reduction was observed (**Figure 2H**). In conclusion, these results indicated WNK1 inhibition was an effective and safe therapeutic strategy for AML.

**Figure 2:**
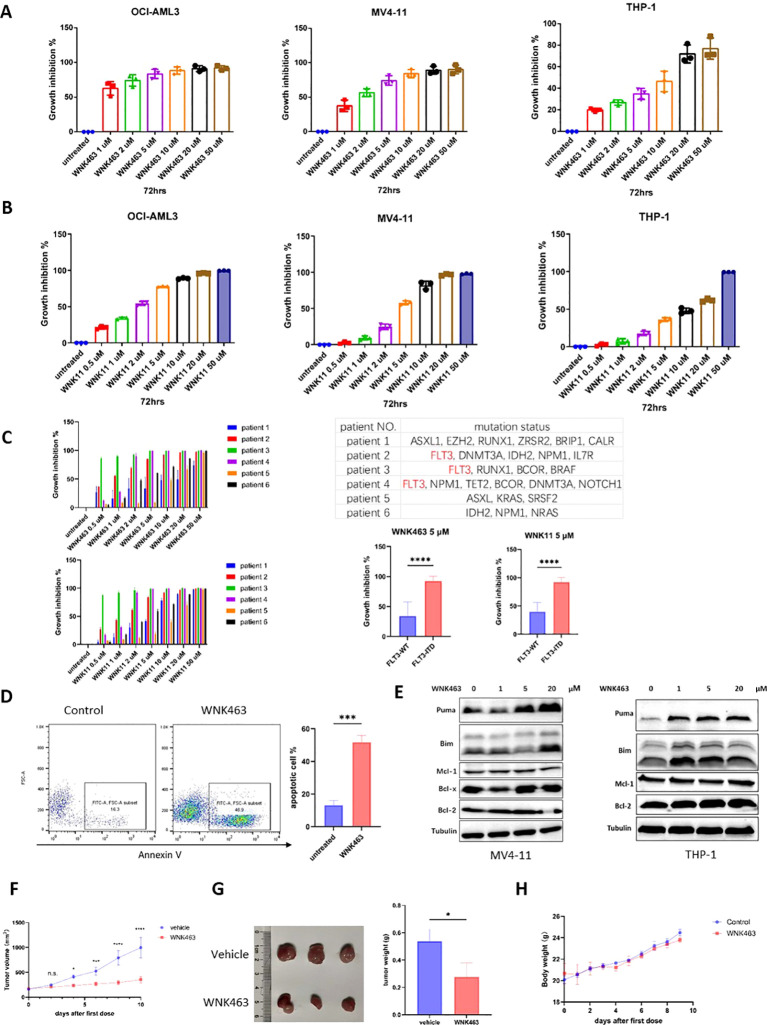
WNK1 is required for survival of AML cells *in vitro* and *in vivo*. **(A, B)** Growth inhibitory effects of WNK463 and WNK11 on OCI-AML3, MV4–11 and THP-1 cells. **(C)** Growth inhibitory effects of increasing concentrations of WNK463 and WNK11 on primary AML cells from 6 patients (mutation status listed in the table). The growth inhibition at 5 μM was compared between FLT3-ITD and FLT3-WT AML cells. **(D)** Schematic diagram of apoptosis in OCI-AML3 cells at 48h after treatment with 0 μM or 5 μM of WNK463 detected by flow cytometry. Apoptosis rates were summarized in statistical histogram. **(E)** Western blot analysis was performed to detect the expression of anti-apoptotic and pro-apoptotic protein in MV4–11 cells after treatment with WNK463. **(F)** Nude mice were subcutaneously inoculated with OCI-AML3 cells to establish AML xenograft model and treated with WNK463, tumor volume was monitored every two days. (N = 4). **(G)** Representative images of OCI-AML3 cell xenograft tumors from the treated group and their respective controls after a 10-day treatment period. Tumor weights were summarized in statistical histograms (N = 4). **(H)** Body weights of vehicle group and WNK463 group were measured every day. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001.

### 3.3 WNK1 inhibition suppressed DNA replication in AML

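MV4-11 is an established human AML cell line, and WNK463 is a small molecule inhibitor of the WNK kinases. RNA-seq was made from 3 Control samples and 3 samples treated with 1 μM WNK463 for 48 h. The paper does not say whether the replicates were separate cultures, so what the variation between them covers is not known. The Control samples are labelled untreated, and the paper calls them a blank control. Whether they received the drug's vehicle is not stated, so a vehicle effect cannot be ruled out. The authors deposited a table of 20348 genes with a whole-number count and a TPM value per sample, and with their own fold change, p-value and adjusted p-value. The counts appear to be rounded estimates, since 62 values had a count of 0 beside a TPM above 0. The total counts were 17411780, 15328483 and 17246723 in the Control samples and 15824474, 16171235 and 14915745 in the WNK463 samples. All counts were 0 for 4605 genes. The counts were used as deposited, normalized with edgeR's TMM method, and tested with edgeR's quasi-likelihood test after its default filter on low counts, which left 11973 genes. The TMM factors ranged from 0.944 to 0.952 in Control and from 1.05 to 1.06 with WNK463, so this scaling treats the groups differently from scaling by total counts. Expression levels are given as counts per 1000000 counts of the normalized library (CPM). A gene was called differentially expressed at an adjusted p below 0.05 and an absolute log2 fold change of at least 1. The common dispersion corresponded to a variation of 5.21% between replicates. Each pair of replicates differed by more than the sampling noise of the counts, with a chi-square per degree of freedom between 2.68 and 7.40. With 3 samples against 3, an exact two-sided permutation test of a single gene cannot give a p below 0.10.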

To elucidate the potential molecular mechanisms underlying the effective inhibitory effect on AML cells by WNK463, we treated MV4–11 cells with 1 μM of WNK463 or blank control for 48 h, and extracted RNA from these cells for high-throughput transcriptome sequencing. 

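With edgeR's quasi-likelihood test, 1817 genes were differentially expressed after WNK463 treatment, of which 1152 were higher and 665 were lower. Over all tested genes, called or not, the 3 WNK463 values lay on one side of the 3 Control values in 73.5%, against 10% by chance. With each sample left out in turn, the number of differentially expressed genes ranged from 1834 to 1925, and 1456 of the 1817 genes were called in all 6 of these fits. In 63 of the called genes every sample of one group had 3 counts or fewer. The number changed most when no limit was set on the fold change, which gave 8473 genes, 4251 of them higher and 4222 lower. With scaling by total counts in place of TMM, 1909 genes were called, 1451 higher and 458 lower, and the share of higher genes was 76.0% in place of 63.4%. This scaling raised the median log2 fold change of all tested genes by 0.15. The authors' deposited table holds 1968 genes with an adjusted p below 0.05 and an absolute log2 fold change above 1, and 1490 of these were also called here. Of the shared genes, 1079 were higher and 410 lower in both, and 1 gene went in opposite directions. The gene with the smallest p was *CHI3L1* (ENSG00000133048), with 155 ± 6.13 CPM in Control and 1012 ± 14.1 with WNK463 (SD, n = 3 each). Its log2 fold change was 2.70 (standard error 0.05, adjusted p = 2.9e-17 from edgeR). The other higher genes chosen by smallest p were *GGT5*, *MT2A*, *REEP3* and *SIGLEC6*, with log2 fold changes of 3.95, 2.49, 2.56 and 2.75. Among lower genes, *LYZ* fell from 1355 ± 43.7 to 291 ± 11.6 CPM (SD, n = 3 each), a log2 fold change of -2.22. The log2 fold changes of *MYBL2*, *MCM4* and *CDCA7* were -2.36, -1.95 and -2.46.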

The result revealed a total of 1968 differentially expressed genes, including 1528 upregulated genes and 440 downregulated genes (**Figure 3A**). 

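Over-representation of the differentially expressed genes was tested with a one-sided Fisher's exact test, using the KEGG and GO process annotations in the authors' deposited table and the tested genes that carry such an annotation as background. Reactome sets were not analysed here. Of 334 KEGG sets, the DNA replication set had the third smallest p, with 18 of its 35 tested genes called against 5.34 by chance, a 3.37-fold excess (adjusted p = 6.5e-05, Benjamini-Hochberg over the KEGG sets). The systemic lupus erythematosus set came first with 32 of 61 genes (adjusted p = 3.6e-09), and the neuroactive ligand-receptor interaction set came next with 35 of 77 genes (adjusted p = 3.6e-08). All 18 called genes of the DNA replication set were lower after WNK463. Tested on the 665 lower genes alone, DNA replication was the first KEGG set (8.56-fold, adjusted p = 3.8e-11), and among the higher genes alone 0 of its genes were called. Of 3874 GO sets, cell adhesion, G protein-coupled receptor signaling and signal transduction came first over all called genes, and DNA replication had rank 4 with 43 of 124 genes (2.37-fold, adjusted p = 1.8e-05). On the lower genes alone, DNA replication was the first GO set with 41 of 124 genes (5.92-fold, adjusted p = 6.5e-18), followed by DNA unwinding involved in DNA replication with 14 of 21 genes. When the genes were called without a limit on the fold change, 33 of the 35 KEGG genes were called and the set had the smallest p of the KEGG sets, with an adjusted p of 0.53. With each sample left out in turn, the rank of the KEGG set over all called genes lay between 4 and 7.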

We performed GO, KEGG and Reactome analysis on the RNA-seq data and found genes were mainly enriched in DNA replication related pathways (**Figures 3B–D**). Additionally, we utilized gene set enrichment analysis (GSEA) tools to analyze all RNA sequencing data. Compared to the control group, WNK463 treated MV4–11 cells showed significant set of genes that were involved in DNA replication, which was consistent with the results from GO, KEGG and Reactome analysis (**Figure 3E**). Therefore, we focused on the genes that regulate DNA replication pathway. 

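The DNA replication sets were also tested over all genes, whether called or not, with limma's camera at a preset inter-gene correlation of 0.01. The tests formed a family of 11 sets, with Benjamini-Hochberg adjustment. The 35 tested genes of the KEGG DNA replication set had a median log2 fold change of -1.01, and the adjusted p was 6.8e-30. By edgeR's test, 33 of the 35 genes were lower and 0 were higher at an adjusted p below 0.05, and the number was also 33 when adjusted over the list alone. Only *RNASEH2B* and *POLE4* did not pass, with log2 fold changes of -0.04 and 0.13. *RPA2* and *POLD4* passed with small log2 fold changes of -0.13 and -0.18. With each sample left out in turn, their adjusted p from edgeR reached 0.11 and 0.14, so these genes did not pass in every fit. The 32 genes of the GO set DNA-dependent DNA replication had a median of -0.79 (adjusted p = 1.5e-09), with 24 genes lower and 4 higher. The 11 subunits of the replicative helicase (the MCM2 to MCM7 complex, CDC45 and the GINS complex) were all lower, with a median of -1.77. These 3 calls held under camera with an estimated correlation, where the adjusted p of the KEGG set was 0.0020. They also passed fry, which keeps the genes' own correlation. Fry tests whether a set's genes changed, not whether they changed more than other genes. It called 10 of the 11 sets, so its passes add little here. A pre-ranked test of the KEGG set gave an enrichment score of -0.84 and a normalized score of -3.38.

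**Figure D1:**
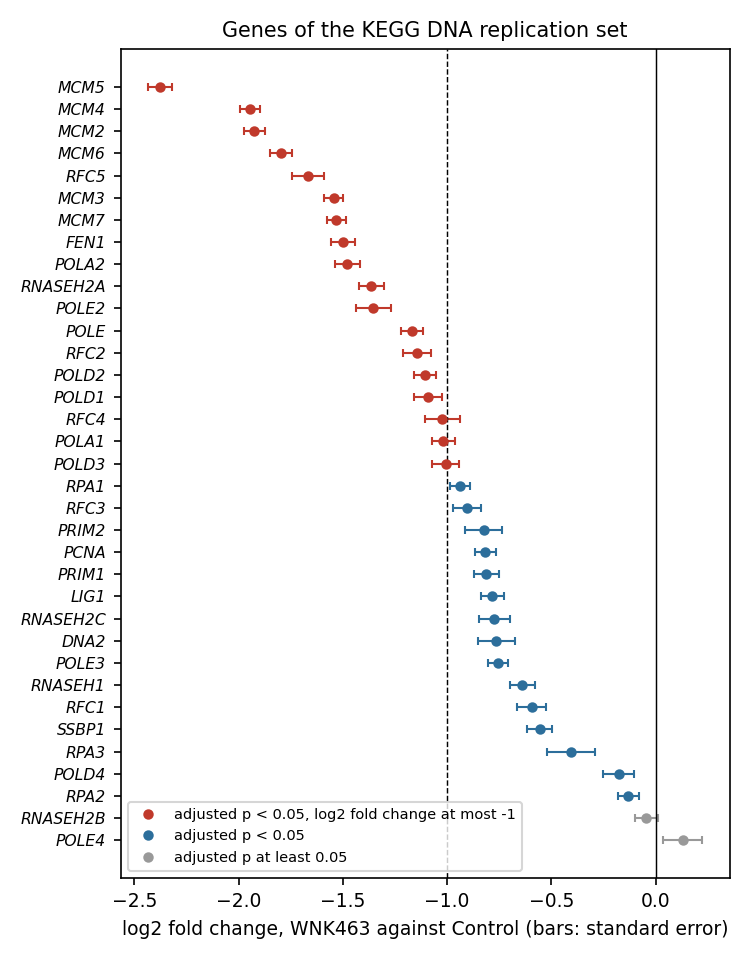
log2 fold change of the 35 tested genes of the KEGG DNA replication set, WNK463 against Control, from edgeR. Points are fitted values and bars are standard errors, with 3 samples per group, and the dashed line marks a log2 fold change of -1. The values run from -2.38 for *MCM5* to 0.13 for *POLE4*.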

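*MCM5* (ENSG00000100297) encodes a subunit of the replicative helicase. Its normalized count was 396 ± 25.3 CPM in Control and 76.2 ± 2.81 with WNK463 (SD, n = 3 each). The log2 fold change was -2.38 (standard error 0.06, adjusted p = 7.1e-16 from edgeR), and leaving out each sample in turn kept it between -2.42 and -2.33. *CHAF1B* (ENSG00000159259), a subunit of chromatin assembly factor 1, had 65.6 ± 6.63 CPM in Control and 10.3 ± 0.949 with WNK463 (SD, n = 3 each). Its log2 fold change was -2.68 (standard error 0.09, adjusted p = 9.1e-14 from edgeR), between -2.75 and -2.61 with each sample left out. *GINS2* (ENSG00000131153), a subunit of the GINS complex, had 66.9 ± 2.49 CPM in Control and 13.4 ± 0.518 with WNK463 (SD, n = 3 each). Its log2 fold change was -2.32 (standard error 0.07, adjusted p = 2.7e-14 from edgeR), between -2.37 and -2.29 with each sample left out. For each gene the 3 WNK463 samples lay below the 3 Control samples (exact two-sided permutation test, p = 0.10, the smallest that 3 samples against 3 allow). By p-value, *MCM5* ranked 7, *GINS2* 27 and *CHAF1B* 47 of the 11973 genes tested.

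**Figure D2:**
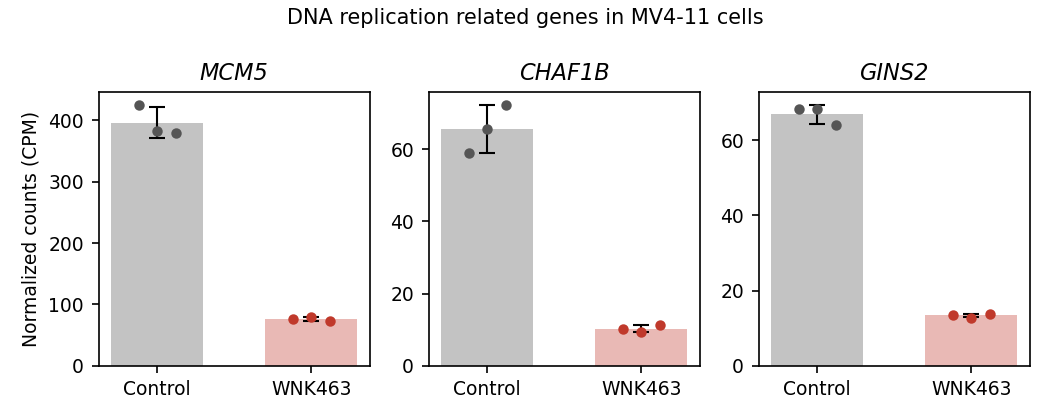
Normalized counts of *MCM5*, *CHAF1B* and *GINS2* in CPM, for Control and WNK463. Points are the 3 samples of each group, bars are their means and error bars are the SD. The mean of *MCM5* was 396 in Control and 76.2 with WNK463.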

The volcano plot showed DNA replication related genes *MCM5, CHAF1B, GINS2* were significantly down-regulated by WNK463 in MV4–11 cells (**Figure 3F**). We performed qPCR and confirmed that the expression of *MCM5, CHAF1B, GINS2* genes was downregulated by WNK463 in both MV4–11 and THP-1 cells (**Figure 3G**). Interestingly, high expression of *MCM5* and *CHAF1B* indicated poor prognosis in AML patients (**Figure 3H**). Collectively, these results demonstrate that WNK463 induces cell apoptosis in AML cells by altering genes related to DNA replication pathways.

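In the RNA-seq part of this reasoning, the paper goes from enrichment of DNA replication sets to the fall of *MCM5*, *CHAF1B* and *GINS2*, adds its qPCR and survival data, and concludes that WNK463 induces apoptosis of AML cells by altering DNA replication genes. The RNA-seq samples cover MV4-11 cells at a single dose and time point. qPCR, survival and apoptosis were not analysed here.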

**Figure 3:**
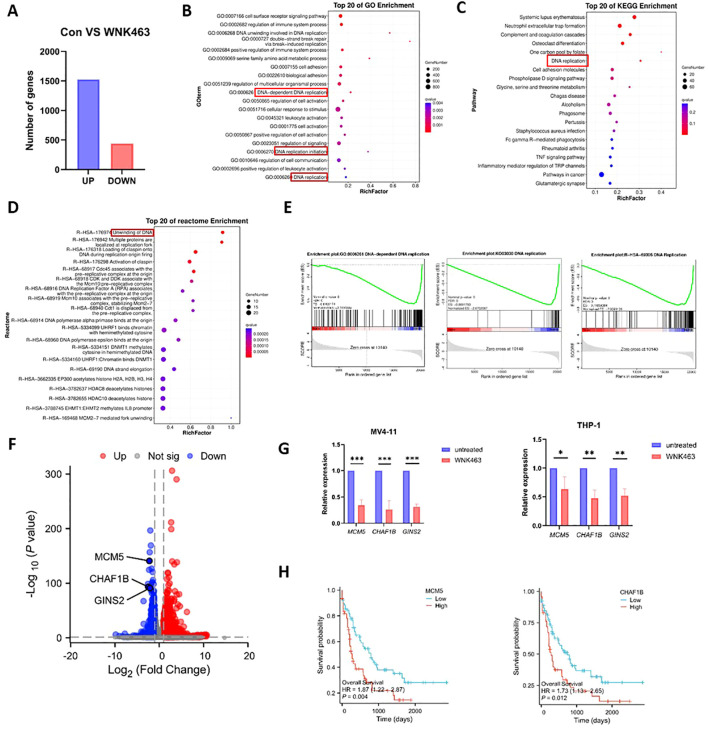
WNK1 inhibition regulates DNA replication pathways in AML. **(A)** Change of gene expression detected by RNA-seq analysis after WNK463 treatment in MV4–11 cells. **(B-D)** Gene ontology (GO) analysis **(B)**, KEGG pathway analysis **(C)**, and Reactome pathway analysis **(D)** were performed on both the control and WNK463-treated groups to explore the functional significance of the differentially expressed genes (DEGs). **(E)** Gene set enrichment analysis (GSEA) was performed in the control and WNK463-treated groups to assess differentially enriched functional gene sets. **(F)** Volcano plot illustrating the gene distribution detected by RNA-seq after WNK463 treatment in MV4–11 cells. **(G)** The expression of the MCM5, CHAF1B and GINS2 genes were evaluated by qPCR after WNK463 treatment in both MV4–11 and THP-1 cells. **(H)** Kaplan-Meier survival analysis of MCM5 and CHAF1B expression in TCGA databases. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001.

### 3.4 WNK1 inhibition sensitized AML cells to venetoclax

Based on our findings, WNK1 may be a promising therapeutic target for AML. Therefore, we were wondering if WNK1 inhibition can sensitize AML cells to current first-line therapies. We evaluated the correlation between inhibitory efficiencies and WNK1 expression by analyzing BeatAML2.0 database. AML patients with high WNK1 expression showed resistance to venetoclax, while WNK1 expression level did not affect the inhibitory effects of cytarabine or azacytidine (**Figure 4A**). Therefore, we tested whether WNK1 inhibition can sensitize THP-1 and MV4–11 cells to venetoclax. Combination of WNK inhibitors and venetoclax induced greater growth inhibition than either agent alone (**Figures 4B, C**), with Bliss synergy scores of 34.43 and 27.302 (**Figure 4D**), demonstrating synergistic effects on AML cells. Western blot analysis showed that the combination of WNK463 and venetoclax increased Bim expression compared with each drug alone (**Figure 4E**). Co-immunoprecipitation experiments further confirmed that BCL-2 directly binds Bim under physiological conditions, whereas WNK463 treatment dissociated Bim from BCL-2 (**Figure 4F**). These dual effects of WNK inhibitors synergistically induced apoptosis in AML cells. Together, WNK inhibitors exhibited strong synergy with venetoclax through upregulating Bim and promoting its dissociation from BCL-2.

**Figure 4:**
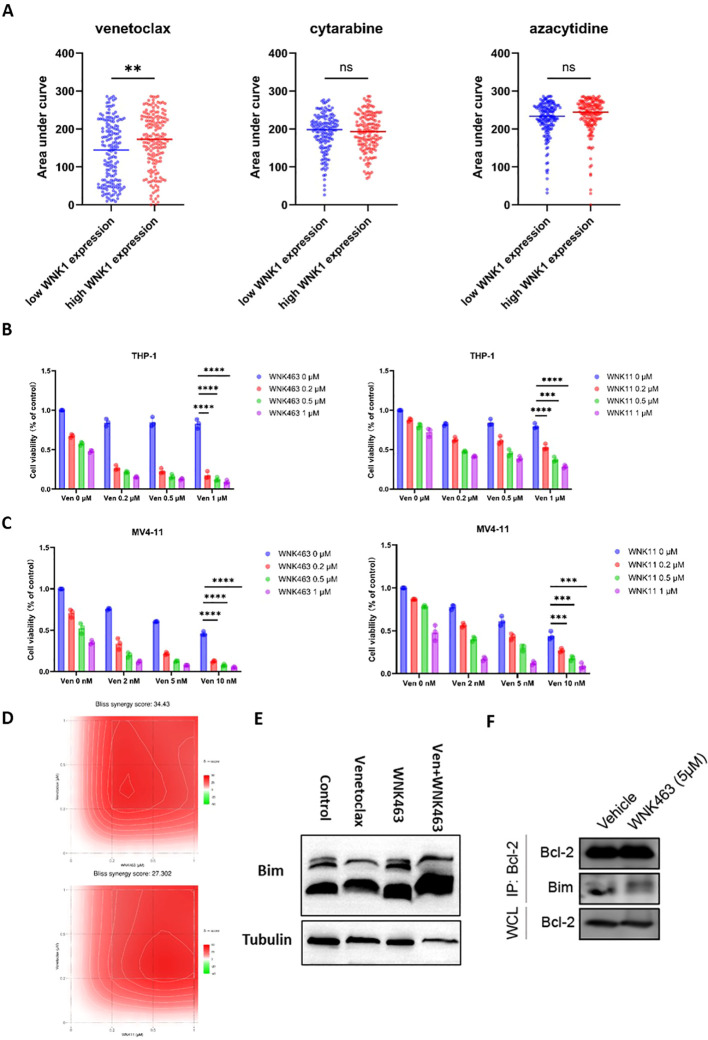
WNK1 inhibition enhanced the sensitivity of AML cells to venetoclax. **(A)** Correlation between WNK1 expression levels and AUC of venetoclax, cytarabine and azacytidine in AML. **(B, C)** Cell viabilities of THP-1 **(B)** or MV4-11 **(C)** after combination therapy of WNK1 and venetoclax for 48h. **(D)** Bliss synergy scores were calculated for venetoclax+WNK463 and venetoclax+WNK11 by SynergyFinder. **(E)** Western blot analysis was performed to detect the expression of anti-apoptotic and pro-apoptotic protein in THP-1 cells after treatment with WNK463, venetoclax and combination therapy for 24h. **(F)** Co-immunoprecipitation (Co−IP) assays were performed to determine whether WNK1 directly influences the physical interaction between BCL-2 and Bim. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001.

## 4 Discussion

In this study, we systematically elucidated the critical role of WNK1 in acute myeloid leukemia and its potential as a therapeutic target through integrated multi-omics data analysis combined with *in vitro* and *in vivo* functional experiments. Using multiple independent public databases and samples from our hospital, we consistently demonstrated that WNK1 expression is significantly elevated in AML cell lines and patient primary cells, while the expression of other WNK family members was relatively low, suggesting that WNK1 may have a unique and non-redundant function in AML. Moreover, the high expression of WNK1 is associated with adverse AML subtypes, such as AML with FLT3-ITD mutation. Crucially, Chronos scores based on CRISPR loss-of-function screening data indicate that WNK1 is an essential gene for AML cell survival. These findings collectively establish the potential oncogenic role of WNK1 in AML pathogenesis and progression, where its elevated expression may drive disease advancement by conferring a survival advantage to the cells. Functional experiments confirmed that targeted inhibition of WNK1 effectively suppressed the proliferation of AML cell lines and primary cells, induces apoptosis, and significantly inhibits tumor growth in a mouse xenograft model without causing significant weight loss. This preliminarily demonstrated the anti-leukemic activity and favorable tolerability of WNK1 inhibitors. Our findings underscore the importance of WNK1 as a therapeutic target for AML. However, the functional mechanism of WNK1 is distinctly different in multiple myeloma. WNK1 has been shown to influence the expression of MYC and other IgH translocation partner genes by modulating IgH enhancer activity. Both genetic and pharmacological inhibition of WNK1 reduced MYC expression, thereby suppressing MM cell growth *in vitro* and *in vivo* (12). Furthermore, single-cell sequencing analyses reveal that WNK1 is closely associated with a key subpopulation of malignant proliferating plasma cells in MM, characterized by robust proliferative capacity, high copy number variation (CNV) scores, and active glycolytic metabolism (14). Collectively, these findings suggest that WNK1 functions predominantly as a transcriptional-epigenetic regulator in MM. In chronic lymphocytic leukemia (CLL), the role of WNK1 has been elucidated through an integrated single-cell genetic and transcriptomic approach. By performing targeted mutation detection in thousands of single cells from five CLL samples, Wang and colleagues identified WNK1 mutations as a novel driver event in CLL, with functional evidence indicating a significant impact of these mutations on CLL signaling pathways (11). Notably, WNK1 is recognized as a driver in CLL primarily based on its somatic mutation status, rather than through functional upregulation of kinase activity as observed in AML or MM. Collectively, these reports broaden the spectrum of WNK1’s roles in hematologic malignancies.

Transcriptomic analysis suggests that WNK1 inhibition leads to significant downregulation of gene sets related to DNA replication pathways, including MCM5, CHAF1B and GINS2. MCM5, one of the key DNA replication licensing factors, was downregulated by WNK463. As a key component of the MCM2–7 core helicase complex, MCM5 is essential for the initiation of DNA replication. In tumor cells, the overexpression of MCM5 often leads to uncontrolled DNA replication and an abnormal acceleration of the cell cycle, thereby promoting the unlimited proliferation of tumor cells (15, 16). Moreover, Mcm5 knockout upregulated p53 signaling genes including Bbc3 in immature T lymphocytes, thereby establishing a connection between replication stress and apoptosis (17). Our results also showed high expression of MCM5 is associated with poor prognosis in AML patients. These results imply that WNK1 may maintain the highly proliferative state of AML cells by regulating the expression of DNA replication-related genes. Inhibiting WNK1 could disrupt this process, potentially inducing replication stress and ultimately leading to cell apoptosis, which aligns with our observation of upregulation of the pro-apoptotic proteins Bim and Puma.

Venetoclax, as a selective BCL-2 inhibitor, plays a revolutionary role in the treatment of AML. For elderly AML patients who are unsuitable for intensive chemotherapy, venetoclax combined with hypomethylating agents or low-dose cytarabine has become the standard treatment regimen, significantly improving patients’ response rates and overall survival (17). Despite the substantial clinical benefits offered by venetoclax, most patients ultimately develop resistance and experience disease relapse, which remains a major challenge in AML treatment (18). Therefore, one of the most translational findings of this study is the synergistic effect between WNK1 inhibition and venetoclax. Database analysis revealed that high WNK1 expression correlates with venetoclax resistance, suggesting WNK1 as a potential biomarker and intervention target for resistance. *In vitro* experiments confirmed that the combination of WNK inhibitors and venetoclax produces a significant synergistic anti-proliferative effect, accompanied by further upregulation of the pro-apoptotic protein Bim. As shown in previous research, when the expression level of Bim protein in cells is high, Bim can bind to BCL-2 more effectively. Venetoclax competitively binds to BCL-2, further releasing Bim protein and allowing it to act on Bax/Bak and accelerate the process of cell apoptosis. Therefore, high Bim expression is typically associated with greater sensitivity of AML cells to venetoclax (19, 20). Moreover, co-immunoprecipitation experiments confirmed that WNK463 treatment further dissociated Bim from BCL-2, revealing a novel mechanism by which WNK inhibitors synergize with venetoclax: the simultaneous upregulation of Bim and facilitation of its release from BCL-2.

In summary, this study systematically demonstrates that WNK1 is a novel therapeutic target in AML. Its inhibitors exert anti-leukemic effects by interfering with critical processes such as DNA replication and can synergize with venetoclax. These results lay a solid experimental foundation for developing novel therapies or combination regimens targeting WNK1, potentially offering new treatment options for AML patients, especially those at risk of venetoclax resistance. Future research directions should include developing more selective WNK1 inhibitors, validating their efficacy in a broader range of AML genetic subtypes, and deeply exploring the role of WNK1 in AML stem cell maintenance and drug resistance.

## 5 Conclusions

In conclusion, our study establishes WNK1 as a critical oncogenic kinase in AML pathogenesis and a promising therapeutic target. We demonstrate that WNK1 is selectively overexpressed in AML and essential for leukemia cell survival. Pharmacologic inhibition of WNK1 effectively suppresses AML progression both *in vitro* and *in vivo* by inducing apoptosis and disrupting DNA replication pathways, as evidenced by downregulation of key regulators such as MCM5 and CHAF1B. Notably, we identify a novel synergy between WNK1 inhibition and venetoclax, linking high WNK1 expression to venetoclax resistance and showing that combined targeting enhances pro-apoptotic Bim upregulation and anti-leukemic efficacy. These findings not only elucidate the functional role of WNK1 in AML but also provide a strong preclinical rationale for developing WNK1-targeted therapies, either as monotherapy or in rational combinations with venetoclax, to overcome resistance and improve outcomes for AML patients. Future studies should focus on advancing selective WNK1 inhibitors and validating this strategy across diverse genetic subtypes and in leukemic stem cell populations.

## Data Availability

The data presented in the study are deposited in the NCBI GEO repository, accession number GSE333251.

How the deposited data were processed for this re-analysis (not part of the article)

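RNA-seq counts of MV4-11 cells were re-analysed for 3 Control samples and 3 samples treated with 1 μM WNK463 for 48 h. The sample groups were taken from the sample labels and the paper. The paper's text names no aligner, genome build, counting program or differential expression program for these data.

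The authors deposited a table of 20348 genes. It gives the authors' estimated counts as whole numbers per gene and sample, without normalization. The authors also gave TPM values, which sum to 1000000 per sample, and the mean TPM of each group, set to 0.001 where a group was at 0. The deposited log2 fold change is the log2 ratio of these means, and the deposited p-value comes with a Benjamini-Hochberg adjustment, from a test that is not stated. The table pairs each Ensembl identifier with a symbol, except for 629 genes, and carries KEGG and GO annotations.

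The counts were tested with edgeR 4.0.16 (TMM factors, default filter on low counts, quasi-likelihood test without a replicate block) in R 4.3.3. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. CPM (counts per 1000000) use the TMM library sizes. Total counts per sample lay between 14915745 and 17411780, and a fold change against a group with 3 counts or fewer in each sample is not a measured fold. Over-representation used a one-sided Fisher's exact test on sets with at least 5 tested genes. Gene sets were tested with camera and fry from limma 3.58.1 and with fgsea 1.28.0. Gene lists for DNA replication, the CMG helicase, G2/M, monocyte and macrophage genes, serine and one-carbon metabolism, ATF4 targets, p53 targets, the BCL2 family, the WNK pathway and replication-dependent histones were fixed before the data were examined, as were the tests and most alternatives. The list of macrophage markers was written later.

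The genes named are those the paper names with an RNA measurement or as a protein studied in MV4-11 cells, the 5 called genes per direction with the smallest p whose groups do not overlap, and members of the preset lists. Other genes were named after their values were seen. *WNK2*, *WNK3* and *WNK4* were below the filter on low counts.

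The alternatives were DESeq2 1.42.0, scaling by total counts, other filters on low counts, other thresholds, the replicate number as a block, limma on log2(TPM + 1) and log2(TPM + 0.1), other set tests, and each sample left out in turn. The procedure was tested on simulated data for the same genes and libraries, of which 200 genes were changed by known folds. edgeR recovered 200 of these with 1 false call among 11967 genes tested, and limma recovered 195 of 199 among 11507. The planted folds all exceeded the limit for calling, went both ways, and were placed only in genes with more than a few counts. In the real data, 8473 of 11973 genes passed without a limit on the fold change. The recovery therefore does not test calls near the limit, calls at low counts, or the scaling when most genes change. Primers were matched to the transcripts of GENCODE 29. Reactome sets, qPCR, western blots and patient survival were not analysed here.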

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

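Gene lists outside those the paper discusses were tested with camera, and each list below passed an adjusted p of 0.05. All tests of explanations in this part were chosen after the lists' results were seen. The scaling tests replaced a first form, run beforehand, which compared each list with the median of all genes and which does not change with the scaling. The length tests replaced a first form over ranges of effective length that held up to most of the tested genes. They compare each list with 10000 lists of other genes, drawn gene by gene from the 50 nearest in effective length, across genes that are not independent replicates.

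Replication-dependent histone genes were higher after WNK463, with a median log2 fold change of 2.74 over 21 tested genes (adjusted p = 5.2e-09 from camera). With 1 gene at the limit of 3 counts set to its bound, the median was 2.69. Of these, 18 were higher and 2 lower at an adjusted p below 0.05 from edgeR, and *H2BC9* and *H2AC20* were the lower ones. Of the histone genes most had few counts, and *H2AC18* had the most with WNK463, rising from 11.9 to 110 CPM. Reads shared between near-identical copies could move counts between histone genes, but the counts summed over all histone genes rose from 42.4 ± 0.917 to 290.3 ± 9.19 CPM (SD, n = 3 each), a log2 ratio of 2.77. Gene length is argued against, since the lists matched in length had a median of -0.138 and none rose as far (one-sided permutation p = 1e-04, the smallest these draws can give). With scaling by total counts, the median of the list was 2.89. The paper states that mRNA was captured with beads, and whether more histone transcripts carried a poly(A) tail was not tested, so this explanation stays open beside a change in histone expression.

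Genes of serine and one-carbon metabolism were lower, with a median of -0.59 over 16 genes (adjusted p = 5.7e-06 from camera). At an adjusted p below 0.05, 11 genes were lower and 4 higher, and 12 were lower when adjusted over the list alone. *TYMS* and *PHGDH* had log2 fold changes of -1.43 and -2.06, while *MTHFD2* had 0.64. The lists matched in length had a median of -0.00378 (one-sided permutation p = 8e-04), and the list's median with total counts was -0.43, which argues against length or scaling as the whole cause of the fall.

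The G2/M list was lower, with a median of -0.41 over 20 genes (adjusted p = 0.0017 from camera), with 15 genes lower and 3 higher. The lists matched in length had a median of 0.0319 (one-sided permutation p = 0.0017), and the list's median with total counts was -0.26. With an estimated inter-gene correlation the adjusted p was 0.21, so this list did not pass the stricter test.

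The monocyte and macrophage list was higher, with a median of 0.98 over 21 genes (adjusted p = 8.6e-04 from camera), but its members went both ways. At an adjusted p below 0.05, 15 were higher and 3 lower, and the lower ones were *LYZ*, *TLR4* and *CD68*. *CTSD* rose from 387 ± 28.4 to 1336 ± 59.4 CPM (SD, n = 3 each), a log2 fold change of 1.79. *C1QA* rose from 0.985 ± 0.627 to 13.1 ± 1.12 CPM. With an estimated correlation the adjusted p was 0.14. The lists matched in length had a median of -0.0236 (one-sided permutation p = 1e-04, the smallest possible), and the list's median with total counts was 1.13. Macrophages mixed into the WNK463 samples were tested with 12 markers, 6 of them also in the list. Of these, 9 were below 1 CPM in Control, and their median rise was 0.602% of the median rise of the 10 list genes called higher. The highest of the 9 with WNK463 was *APOE* at 0.926 CPM. A first form of the test, against *C1QB* alone, gave 7.71%, but *C1QB* had 3 counts or fewer in each Control sample. These values argue against added macrophages and leave open a change of state in the cells themselves, a hypothesis that was not tested further.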

How the results depend on the processing

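The log2 fold changes of *MCM5*, *CHAF1B* and *GINS2* kept their direction and an adjusted p below 0.05 under all 11 alternatives run for each. They ranged from -2.42 to -2.20 for *MCM5*, from -2.75 to -2.26 for *CHAF1B* and from -2.37 to -2.02 for *GINS2*. The gene set test of DNA replication kept its direction and passed under all 12 alternatives, with adjusted p-values from 2.9e-34 to 0.0020.

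The number of differentially expressed genes depended on the threshold and the unit. With a test against a fold threshold (glmTreat), 955 genes were called, 610 higher and 345 lower. With no limit on the fold change, there were 8473, 4251 higher and 4222 lower. With at least 10 counts required in every sample, 740 genes were higher. With limma on log2(TPM + 1), 1136 were called and 266 were lower, with no filter on TPM 1151 and 268, and with log2(TPM + 0.1) 366 were lower. An alternative chosen after seeing the data, which took the fold change from the deposited mean TPM without a filter, gave 1756 higher genes. Total-count scaling, TPM and the deposited mean TPM gave shares of higher genes of 76.0%, 76.6% with a pseudocount of 1 and 77.2%, against 63.4% with TMM and 63.2% with DESeq2. The fits that each left out one sample gave 1834 to 1925 genes, 1154 to 1236 higher and 663 to 703 lower.

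When genes were called without a limit on the fold change, the DNA replication set did not pass, with adjusted p = 0.53 for KEGG and 0.80 for GO. In this setting 8473 of 11973 genes were called, so the excess of any set is limited and the test has little room. The KEGG set had 33 of 35 genes called, a 1.28-fold excess and rank 1, and the GO set had 104 of 124 genes called, a 1.18-fold excess and rank 3. Among genes called higher only, fewer of its genes were called than chance gives (adjusted p = 1 for both, with 0 of 35 and 2 of 124 genes). With each sample left out, which was added after seeing the data, the adjusted p ranged from 4.4e-05 to 0.0013 for KEGG and from 5.0e-06 to 0.0013 for GO.

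For 27 other results, 307 combinations of a result and an alternative were run. Of these combinations, 5 were weaker, 7 stronger and 1 reversed. The reversed one was the ATF4 target list. Camera's direction for it was lower with all 6 samples, although its median was 0.17, and higher without Control replicate 2 (adjusted p = 0.98 from camera). Over the fits that each left out one sample, the adjusted p ranged from 0.844 to 0.993, so the list passed in none of them. *WNK1* passed an adjusted p of 0.05 with total counts (log2 fold change 0.24), with limma on TPM (0.25) and with TMM without WNK463 replicate 2 (0.13), but not with TMM on all 6 samples. *BCL2* did not pass with total counts (-0.03), and *MYC* did not pass with limma on TPM (-0.06). Camera called 6 of the preset lists, against 4 with an estimated correlation and 9 with fry, which were added after seeing the data.

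Samples with the same replicate number did not deviate together. The correlations of their deviations from the group means, across genes, were 0.02, -0.01 and -0.05, so the numbers are not taken to pair the samples. With the replicate block, 1818 genes were called, 1155 higher and 663 lower.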

Differences from the paper's values

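The paper reports 440 downregulated genes, and 665 were called here. The gap was within 1.5 times under 5 of the 17 alternatives set before the data were examined: 656 with DESeq2, 458 with total-count scaling, 512 with at least 10 counts in every sample, 345 with glmTreat and 366 with limma on log2(TPM + 0.1). The main fit lay just outside this limit, at 1.51 times, and DESeq2 just inside, at 1.49 times, so DESeq2 hardly narrowed the gap. Total-count scaling came closest, at 1.04 times. It was not under the other 12, which include no filter (766), the replicate block (663), limma on log2(TPM + 1) (266), no filter on TPM (268), unadjusted p (668) and no limit on the fold change (4222), and the 6 fits that each left out one sample (663 to 703). The fold change from the deposited mean TPM, an alternative chosen after seeing the values, gave 518. The authors' deposited table itself holds 440 lower genes at an adjusted p below 0.05 and an absolute log2 fold change above 1.

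The paper describes the called genes as mainly enriched in DNA replication pathways. Over all called genes, the KEGG set with the smallest p here was systemic lupus erythematosus, and DNA replication had rank 3. In GO, cell adhesion came first and DNA replication had rank 4. DNA replication came first in both when only the lower genes were tested. Over all called genes, its rank depended on the setting. With DESeq2's calls it had rank 3 in KEGG and rank 2 in GO. With each sample left out in turn, its rank lay between 4 and 7 in KEGG, so none of these fits kept rank 3, and between 3 and 8 in GO.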

Other observations

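Apart from the tests of low counts, of TMM scaling for the split of higher and lower genes, of other splits for the number of called genes, and of the G2/M list against DNA replication, the tests in this part were chosen after the results were seen.

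The excess of higher over lower genes was found, with TMM scaling, among genes of low expression. Among the tested genes above the median of mean expression, 145 called genes were higher and 230 lower, so 38.7% were higher, against 69.8% below the median. This leaves room for an effect of low counts on the excess. With TMM and at least 10 counts in every sample, 740 genes were higher and 512 lower. The share of higher genes was then 59.1%, against 63.4% in the main fit, so genes with fewer counts were not the whole source. With no limit on the fold change 50.2% of called genes were higher, so the excess also depends on that limit. The split by expression depends on the scaling. With total counts, 59.8% of called genes above the median were higher. The choice among TMM, DESeq2 and total counts does not reverse the split over all genes, where the smallest ratio of higher to lower genes was 1.71. The median shift under total counts is not removed by leaving the 100 genes with the highest mean count out of the totals, which gave a median log2 fold change of 0.13 against 0.16 with them. Which scaling fits these cells was not settled, since no spike-in was analysed here.

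Of the 10 splits of the 6 samples into 3 and 3, 1 gave as many called genes, the real one. The other splits gave 0 called genes, and 6 to 18 with the same limit on the fold change at an unadjusted p below 0.05. Since splits without called genes cannot be tested for over-representation, the 1817 genes with the smallest p were taken in each split, in place of a first form on called genes. The KEGG DNA replication set had 26 of 35 genes among them in the real split, and 1 of the 10 splits, the real one, gave as small a p. The p of the other splits lay between 0.557 and 0.995 (one-sided Fisher's exact test). For camera, 1 of the 10 gave as small a p. The camera p of the other splits still lay between 1.4e-09 and 1.3e-06. Each of these splits puts unequal numbers of treated samples on its sides. With 10 splits the share cannot fall below 0.10, so chance cannot be told apart by this count alone.

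DNA replication genes fell further than G2/M genes, but this cannot decide whether a general fall of cell cycle genes was the cause. Only a G2/M list was compared, and no list of genes from earlier in the cycle outside DNA replication was tested. Among the lower genes, the KEGG cell cycle set had 20 of 120 genes called (adjusted p = 0.0020, one-sided Fisher's exact test). Genes it may share with DNA replication were not removed. The median of the G2/M list lay 0.60 above that of the DNA replication list on the log2 scale (permutation test across genes, which are not independent replicates, p = 6.0e-05). Both lists fell, and a change in the share of cells in S phase may add to this difference and was not tested.

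The first rank of the systemic lupus erythematosus set in KEGG was related to its histone genes. Of its 61 tested genes 28 were histone genes, and 20 of those were called. Without histone genes the set had rank 14 and an adjusted p of 0.0467, so they account for its rank but not for all of its excess. The neutrophil extracellular trap formation set had an adjusted p of 0.65 without them.

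*ACTB*, the paper's reference gene in qPCR, was lower after WNK463. It had 7590 ± 314 CPM in Control and 4659 ± 195 with WNK463 (SD, n = 3 each), a log2 fold change of -0.70 (adjusted p = 4.5e-10 from edgeR). With total counts the value was -0.55, a test that replaced a form relative to the median of all genes, which does not change with the scaling. Reads shared with *ACTG1* could move counts between the 2 genes, but the sum of both fell with a log2 ratio of -0.56. Relative to *ACTB*, the WNK463 level was 0.314 of Control for *MCM5*, 0.255 for *CHAF1B* and 0.325 for *GINS2*, against 0.192, 0.157 and 0.200 without *ACTB*.

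The paper reports Bim and Puma protein in MV4-11 cells after 24 hours, while these samples were taken at 48 h. At the RNA level *BCL2L11*, which encodes Bim, had a log2 fold change of 1.12 (adjusted p = 3.0e-12 from edgeR), and *BBC3*, which encodes Puma, had 0.61 (adjusted p = 0.0015). The other pro-apoptotic members of the list went both ways. The log2 fold changes were 1.73 for *BMF*, -0.58 for *BID*, -0.50 for *BAX* and -0.20 for *BAK1*, each at an adjusted p below 0.05 from edgeR. When each sample was left out in turn, *BAK1* ranged from -0.27 to -0.12. Its adjusted p from edgeR reached 0.12, so *BAK1* did not pass in every fit. *BIK*, *PMAIP1* and *BAD* did not pass with all 6 samples. *MCL1* and *BCL2L1* had 0.37 and 0.39, and *BCL2* had -0.18. *MYC* had -0.26. The log2 fold change of *WNK1* was 0.09 (adjusted p = 0.12 from edgeR), and *TIMP1*, which the listed *WNK1* reverse primer matches, had 0.03 (adjusted p = 0.67).

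The lists of ATF4 targets, p53 targets, the BCL2 family and the WNK pathway had medians of 0.17, 0.29, 0.08 and 0.18 and did not pass camera (adjusted p = 0.94, 0.29, 0.13 and 0.14). With fry, p53 targets, the BCL2 family and the WNK pathway passed, with adjusted p-values of 0.0035, 5.0e-04 and 1.5e-05. On simulated data with 51 sets, fry called 2 sets of unchanged genes and camera called 0, so these passes carry less weight. Fry also tests only whether a set's genes changed, and 8473 of 11973 genes passed edgeR's test without a limit on the fold change. A pass with fry therefore does not set a list apart from other genes.

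In the authors' deposited table, 61 of the 1968 called genes have a group mean TPM of 0, so that the fold change is set by the floor of 0.001. The deposited log2 fold changes of the 11973 tested genes had a median of 0.18, and the median difference of the values here from them was -0.19. *UQCRHL* was lower in the authors' deposited table (-1.08) and higher here (1.45).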
